A study of Mus musculus with 20 samples.

How the data were processed

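RNA was measured in primary mouse embryonic fibroblasts (MEFs), connective tissue cells grown out of embryos, from C57BL/6 mice. All cultures lacked c-Rel, the NF-kB subunit encoded by Rel, and the control genotype is written here as crel-/-. The second genotype, called the knock-in here, carries in addition a knock-in at Rela, the gene for the NF-kB subunit RelA, which the labels name RelA-TA-KI. The labels do not say what TA stands for or which residues were altered. Per the labels' protocols, cells were grown in medium with 10% serum, starved overnight in 0.5% serum and then stimulated with LPS at 100 ng/ml or with IL-1b or TNF at 10 ng/ml, and RNA was collected at 0.5, 1 and 3 h and from unstimulated cells (0 h). The 20 libraries make up 20 groups of 1 library each, 10 conditions in each of 2 genotypes. Nothing in the labels states separate cultures or replicates, so p-values measure only the spread between these libraries, part of which may be technical.

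Per the labels' protocols, libraries were made with a stranded polyA mRNA kit from 1 ug of total RNA with 12 PCR cycles and were sequenced as single-end reads of 50 nt. Per the submitters' processing notes, the tools included cutadapt 1.12, STAR, featureCounts 1.5.1 and DESeq2, with the genome build mm10. The versions of STAR and DESeq2, the annotation release, the strand setting and the treatment of reads with several matches are not given in the sources used here. The authors deposited 1 table of whole-number counts per gene for all 20 libraries, not normalized, with a gene position for each. Counts of near-identical gene copies and of overlapping or antisense genes are uncertain on that account. The table holds 45706 genes under Ensembl identifiers, of which 45143 (98.8%) matched a symbol in the gene name table used here. Every column was matched to a library by genotype, agent and hours.

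Total counts per library lay between 9248151 and 12574135. At these depths, 3 counts in a library, taken as the detection floor, correspond to 0.239 to 0.324 counts per 1e6 of the library total. Gene levels in CPM are instead counts per 1e6 of that total multiplied by the library's scaling factor, given below. The floor leaves this factor out. In the LPS 3 h libraries, with factors of 0.722 and 0.732, the floor therefore lies higher in CPM than the value stated. Intervals and floors cover counting error only, since PCR copies cannot be told apart without molecular identifiers. Each library was counted as 1 sample, and no test could show whether libraries came from separate cultures.

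Genes with at least 1 CPM in at least 2 libraries were tested, 14023 in all, which hold 99.9% of the counts. The quasi-likelihood F test of edgeR 4.0.16 (glmQLFit with robust estimation, TMM scaling, R 4.3.3) was used throughout, with Benjamini-Hochberg adjustment and a threshold of 0.05. The genotype difference (knock-in minus crel-/-), the responses to stimulation and the differences between agents came from a model with genotype and condition, in which the 10 matched pairs of libraries serve as replicates of the genotype difference (9 residual degrees of freedom). The genotype difference in the 9 stimulated pairs was compared with that at 0 h (8 residual degrees of freedom), that at 3 h with that at 0.5 h, and those under the 3 agents with each other (6 residual degrees of freedom each). The model with genotype and condition has no term for a response that differs between genotypes. Such a difference enters the spread, so genes induced mainly in 1 genotype may be missed in the response tests. Standard errors (SE) are the fitted log2 fold change divided by the square root of F. Values per library are log2 CPM with a prior count of 2. Where all libraries on a side held 0 counts, the fold is a lower bound against 3 counts summed over that side, and with 1 to 3 counts the ratio is given with its 95% counting interval. The common biological coefficient of variation was 10.6%. The scaling factor was 0.722 and 0.732 in the LPS 3 h libraries and 0.979 to 1.12 in the others.

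The 19 gene lists were fixed before the data were examined, as were the designs, the alternatives listed first and the rule for named genes. They cover NF-kB feedback and signalling regulators, chemokines, cytokines and growth factors, immediate early genes, interferon-stimulated genes, antigen presentation and adhesion, acute phase and innate effectors, matrix remodelling, proliferation, p53 targets, fibroblast matrix and contractile genes, HOX genes, sex-linked genes, and markers of macrophages, endothelium, epithelium, skeletal muscle, neural and Schwann cells and cartilage. Lists were tested with camera (limma 3.58.1) at a preset correlation of 0.01 and again with the correlation estimated from the data, adjusted over the lists within a comparison. The list of sex-linked genes had 1 measured member and was not tested. Cxcl10 is a member of both the chemokine and the interferon-stimulated list.

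Named genes followed a rule. Rel and Rela were always reported. For the genotype difference, the 8 genes with the largest rise and the 8 with the largest fall were named among those past the threshold with the same sign in 10 of 10 pairs and a mean of at least 2 CPM. For each response time, 6 rises and 3 falls were named, and 5 in each direction for each pair of agents and for the change of the genotype difference with time. For the difference between agents, up to 5 genes with the smallest p were named. From each list, up to 4 members with the largest absolute change were available, whether past the threshold or not. Predicted genes were counted and not named by this rule, though a few are named outside it. Other genes are said to have been chosen after their values were seen.

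Induced genes were those past the threshold and at least 1 on the log2 scale above 0 h in at least 1 of the 9 stimulated conditions. Alternatives were DESeq2 1.42.0 with its own size factors, median-of-ratios scaling in edgeR, no count filter, limma-voom, each library or pair left out in turn, a minimum change of 1 on the log2 scale, no condition term, other groupings of the pairs for the stimulation test and other definitions of induced genes. Alternatives chosen after the data were seen used the 0 h and TNF libraries alone, the IL-1b and LPS pairs alone, no LPS 3 h libraries, the 0.5 h libraries as the baseline, and scaling without Gm42418, an abundant predicted gene that held 0.965 to 7.10% of the counts per library. The procedure was tested on simulated counts with 100 genes changed by 1 and 100 by 2 on the log2 scale among 14023. For the genotype difference, 90% and 99% of them were recovered, and for the comparison of stimulated and unstimulated pairs 54% and 85%. Recovery is not given separately for genes near 0 counts at 0 h, such as Ccl20 with 3 counts over both libraries. For such genes it may be lower, so a lack of calls does not show a lack of change. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.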

Results

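Gene expression was measured by RNA-seq in mouse embryonic fibroblasts that lack c-Rel, with or without the RelA-TA-KI allele, to ask how target genes of the NF-kB subunit RelA are activated during an inflammatory response. NF-kB is a family of transcription factors that are released from inhibitors by inflammatory signals. Cells were left unstimulated or exposed for 0.5, 1 or 3 h to interleukin 1 beta (IL-1b), to bacterial lipopolysaccharide (LPS) or to tumour necrosis factor (TNF), with 1 library per genotype, agent and time. The 20 libraries held 9248151 to 12574135 counts each, with between 17875 and 19118 genes at 1 count or more. In a principal component analysis of 3000 genes, the leading component held 52.0% of the variance and placed the LPS 3 h libraries at 111 (crel-/-) and 89.4 (knock-in), the remaining libraries lying between -30.5 and 28.5. The second component held 11.8%, and on it TNF 3 h lay highest within each genotype, at 41.7 in crel-/- and 21.7 in knock-in cells.

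Rel (ENSMUSG00000020275.9, chromosome 11, 23736847 to 23770970, mm10), the gene for c-Rel, had reads in every library although all cultures are labelled crel-/-. Its level lay between 16.2 CPM at 0 h and 62.1 CPM at 3 h of LPS in crel-/- cells and between 16.5 and 34.9 CPM in knock-in cells. The difference was a fall of -0.41 on the log2 scale (SE 0.08, adjusted p = 0.0023), lower in 8 of 10 pairs. Rela (ENSMUSG00000024927.7, chromosome 19, 5637483 to 5648130) lay between 72.8 and 355 CPM in crel-/- and between 76.0 and 196 CPM in knock-in cells, a fall of -0.37 (SE 0.09, adjusted p = 0.016), lower in 8 of 10 pairs. Counts over a whole gene do not show which exons were deleted or altered, so neither gene checks the genotype labels.

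Within 0.5 h of stimulation, in the mean of the 3 agents and both genotypes against 0 h, immediate early genes and some chemokine genes rose. Cxcl2 rose by 8.0 on the log2 scale (SE 1.57, adjusted p = 0.019) and Cxcl1 by 5.38 (SE 1.05, adjusted p = 0.019), both encoding chemokines that attract neutrophils and both higher in 6 of 6 stimulated libraries than at 0 h in the same genotype. Of the immediate early genes, which respond without new protein synthesis, 23 of 26 measured members rose and 24 did so adjusted over the list alone, with a median of 2.96. They included Fosb, a subunit of the transcription factor AP-1 (4.79, SE 0.51, adjusted p = 0.0013), the orphan nuclear receptor Nr4a1 (4.48, SE 0.72, adjusted p = 0.0082) and the MAP kinase phosphatase Dusp1 (4.14, SE 0.56, adjusted p = 0.0037). Egr4, another early transcription factor gene, rose by 4.49 (SE 1.14, adjusted p = 0.046). The falls were led by Gfap, an intermediate filament of glial cells (-2.04, SE 0.42, adjusted p = 0.020). F13a1, a subunit of coagulation factor XIII (-1.85, SE 0.27, adjusted p = 0.0022), and Ncan, a proteoglycan of nervous tissue (-1.75, SE 0.35, adjusted p = 0.012), followed. Each of these genes was lower in 6 of 6 libraries. Such counts against 0 h rest on 2 baseline libraries, 1 per genotype, so the 6 comparisons are not independent. Gfap stood at 54.1 CPM in crel-/- cells at 0 h, its highest level in any library, and at 7.22 CPM in knock-in cells. A deviation of that crel-/- library may therefore add to its fall.

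In all, 406 genes were higher and 355 lower at 0.5 h in edgeR's quasi-likelihood test, of which 115 and 53 by at least 1 on the log2 scale. With the preset correlation, 13 of the 18 lists tested passed at this time, and with an estimated correlation 3 did: the immediate early genes (adjusted p = 0.0069), the p53 targets, of which 10 of 16 rose (11 adjusted over the list alone, median 0.42, adjusted p = 0.0069), and the neural and Schwann markers, of which 2 of 13 fell (4 adjusted over the list alone, median -0.33, adjusted p = 0.0078). The p53 targets included Gdf15, a secreted stress factor (2.36, SE 0.49), the kinase Plk2 (1.34, SE 0.20) and the cell cycle inhibitor Cdkn1a (0.78, SE 0.10). The neural falls were Sox10 (-2.21, SE 0.41) and Ngfr (-1.66, SE 0.21). Of 19 chemokines 6 rose (9 adjusted over the list alone, adjusted p = 0.17 with an estimated correlation). DESeq2 called 9 of them higher, edgeR without the count filter 5 and limma-voom 3. Of 22 NF-kB regulators 2 rose (5 adjusted over the list alone, adjusted p = 0.35 with an estimated correlation). They were the nuclear IkB proteins Nfkbiz (3.66, SE 0.63) and Nfkbid (3.06, SE 0.64). Nfkbia and Tnfaip3, which encode NF-kB inhibitors, were higher than at 0 h in 6 of 6 libraries and did not pass. The test takes a weaker response in knock-in cells as spread. The count therefore does not show that the other regulators were unchanged. Of 15 macrophage markers 5 fell (11 adjusted over the list alone, median -0.29, adjusted p = 0.26 with an estimated correlation). The falls and the p53 targets lay mainly in the IL-1b and LPS libraries. In the 0 h and TNF libraries alone 53 genes were higher and 6 lower, with 6 of 26 immediate early genes and 1 of 16 p53 targets higher. Under TNF at 0.5 h the medians of the neural and macrophage markers were -0.15 and 0.04. Without the crel-/- 0 h library the counts were 39 and 21, without the knock-in 0 h library 158 and 74, and the falls numbered 232 without the crel-/- TNF library and 187, 224 and 230 without the knock-in LPS, IL-1b and TNF libraries.

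At 1 h the chemokines stood furthest above 0 h. Cxcl2 rose by 7.39 (SE 1.62, adjusted p = 0.015), Cxcl1 by 5.81 (SE 1.03, adjusted p = 0.0060) and Ccl2, which attracts monocytes, by 5.41 (SE 1.16, adjusted p = 0.014), each in 6 of 6 libraries. Ccl20, which attracts lymphocytes and dendritic cells, held 1669 counts over the 6 stimulated libraries and 3 over the 2 unstimulated ones, a 204-fold ratio (95% counting interval 69.8 to 991, adjusted p = 0.0029). The adhesion receptor Sele held 606 and 3 counts, a 74.2-fold ratio (25.3 to 361, adjusted p = 0.035). The orphan receptor Nr4a3 rose by 4.77 (SE 0.51, adjusted p = 3.84e-04). Ibsp, a bone matrix sialoprotein, fell by -6.55 (SE 1.75, adjusted p = 0.035), Ncan by -1.88 (SE 0.36) and F13a1 by -1.80 (SE 0.27).

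At this time 998 genes were higher and 940 lower. Of the 22 NF-kB regulators 10 rose (15 adjusted over the list alone, median 1.71, adjusted p = 0.12 with an estimated correlation), including the adaptor Traf1 (2.89, SE 0.43) and Nfkbia (2.85, SE 0.74), which encodes the inhibitor IkB-alpha. Chemokines (10 of 19, 13 adjusted over the list alone, median 2.67, adjusted p = 0.079 with an estimated correlation), immediate early genes (20 of 26, 21 adjusted over the list alone, median 2.09, adjusted p = 0.072 with an estimated correlation) and matrix remodelling genes (8 of 25, 10 adjusted over the list alone, adjusted p = 0.079 with an estimated correlation) also rose in part. Among the last was the hyaluronan synthase Has1 (4.28, SE 0.81). Of the chemokines, DESeq2 called 13 higher at 1 h, edgeR without the count filter 9 and limma-voom 6. The p53 targets (10 of 16 higher, 11 adjusted over the list alone, adjusted p = 0.017) and the neural and Schwann markers (5 of 13 lower, 6 adjusted over the list alone, median -0.47, adjusted p = 0.017) held their calls with an estimated correlation. The 6 of 15 macrophage markers that fell, among them Lyz2 (-0.43, SE 0.07), did not (adjusted p = 0.33). In the 0 h and TNF libraries alone 356 genes were higher and 244 lower, with 4 NF-kB regulators, 4 chemokines, 6 immediate early genes, 3 p53 targets and 1 macrophage marker higher and 1 neural marker lower. Without the crel-/- 0 h library the counts were 227 and 124, and without the knock-in one 517 and 307.

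By 3 h, 3569 genes were higher and 3436 lower, 896 and 717 of them by at least 1. All 41 interferon-stimulated genes, the antiviral genes switched on by type I interferon, were higher, with a median of 2.60. So were 21 of 22 NF-kB regulators (median 2.62), 18 of 19 chemokines (median 5.15), 17 of 18 acute phase and innate effectors (median 2.83), 20 of 20 antigen presentation and adhesion genes (median 1.71) and 16 of 23 cytokines (median 2.81). Ccl5, which attracts T cells, rose by 7.74 (SE 1.35, adjusted p = 0.0012), Ccl2 by 7.64 (SE 1.23, adjusted p = 7.20e-04), Cxcl2 by 7.91 (SE 1.58, adjusted p = 0.0025) and Il6, an inflammatory cytokine, by 6.88 (SE 1.34, adjusted p = 0.0021). Serpina3f, a serine protease inhibitor, held 2670 counts against 1 (1082-fold, 95% counting interval 194 to 42754). Ccl20 held 2749 against 3 (371-fold, 127 to 1802), and the guanylate-binding protein gene Gbp11 622 against 0 (at least 84.0-fold higher). Tnfaip3, the NF-kB inhibitor A20, rose by 4.07 (SE 1.16, adjusted p = 0.016) and the adhesion molecule Icam1 by 3.02 (SE 0.81, adjusted p = 0.011). The receptors Lpar5 (adjusted p = 7.37e-06) and Cnr2 (adjusted p = 8.32e-06) and Fam78a (adjusted p = 1.30e-05) fell. With 0 counts under LPS their fitted values depend on how a 0 is treated, and the ratios of their summed counts were 4.75-fold, 3.92-fold and 2.13-fold lower.

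Other groups also moved at 3 h. Of 24 proliferation genes 17 fell (19 adjusted over the list alone, median -0.61), led by Tk1 (-1.33, SE 0.28) and Rrm2 (-0.97, SE 0.19), enzymes of DNA precursor synthesis. Of 32 HOX genes 14 fell, including Hoxa3 (-1.67, SE 0.19). Of 25 matrix remodelling genes 16 rose and 3 fell, with the collagenase Mmp13 at 3.89 (SE 0.63) and the hyaluronan synthase Has2 at 3.44 (SE 0.28). Of the p53 targets 10 rose, of the immediate early genes 18, and of the fibroblast genes 11 rose and 1 fell. Of 13 neural and Schwann markers 5 fell (4 adjusted over the list alone, median -0.71), and of 15 macrophage markers 5 fell and 2 rose, but in the 0 h and TNF libraries alone 4 neural and 10 macrophage markers were higher. With the preset correlation 12 lists passed, and none with an estimated correlation, the adjusted p lying between 0.16 (NF-kB regulators, chemokines, cytokines, matrix remodelling genes and p53 targets) and 0.39 (proliferation genes). Leaving out the crel-/- 0 h library lowered the counts to 2117 and 1920. Without the LPS 3 h libraries 19 of 41 interferon-stimulated and 8 of 20 antigen presentation genes were higher.

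The 3 agents were then taken 1 at a time against the 0 h libraries, 2 libraries on each side. IL-1b gave 807 genes higher and 751 lower at 0.5 h, 1175 and 999 at 1 h, and 2366 and 1941 at 3 h. LPS gave 499 and 345, 1063 and 853, and 4099 and 3962. TNF gave 44 and 11, 316 and 249, and 2618 and 2243. At 0.5 h already, 735 genes were higher and 719 lower in the IL-1b and LPS libraries together than in the TNF libraries. Whether this came from the agents or from a difference between these sets of libraries cannot be told. The gap between TNF and the other agents in these counts shares that limit. Of 26 immediate early genes, 24 were higher after 0.5 h of IL-1b, 16 after LPS and 16 after TNF, with medians of 3.33, 2.48 and 3.23. At 3 h the same list held 4 higher genes under IL-1b, 20 under LPS and 20 under TNF. At 0.5 h, 10 of 15 macrophage markers were lower under IL-1b (median -0.51) and 7 under LPS (median -0.40), while under TNF their median was 0.04. DESeq2 called 163 genes for TNF at 0.5 h where edgeR called 55. With any 1 of the 4 libraries left out, 520 to 806 genes were called for IL-1b at 0.5 h and 683 to 1329 at 1 h, 235 to 441 and 634 to 1100 for LPS, and 2 to 16 and 80 to 229 for TNF, lowest without the crel-/- 0 h library, and for LPS at 1 h without the crel-/- LPS library. At 3 h, IL-1b gave 1759 calls without the crel-/- 0 h library and 1668 without the crel-/- IL-1b library, and TNF 2439 without the crel-/- 0 h and 3227 without the knock-in TNF library.

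**Figure D1:**
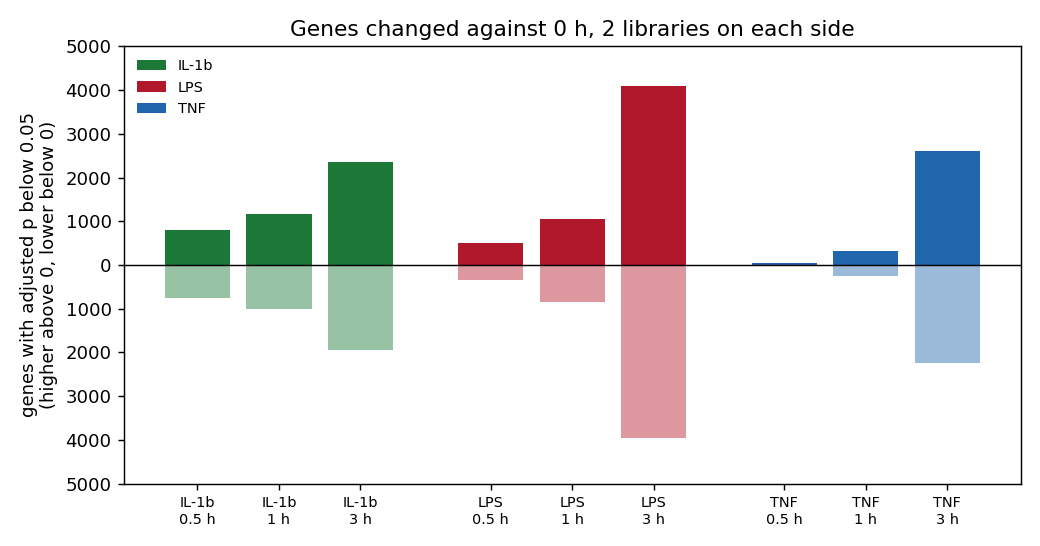
Number of genes higher (bars above 0) and lower (bars below 0) than at 0 h for each agent at 0.5, 1 and 3 h, with 2 libraries on each side of every comparison. LPS at 3 h had the longest bars, 4099 and 3962 genes, and TNF at 0.5 h the shortest, 44 and 11. The gap between TNF and the other agents cannot be told from a difference between sets of libraries.

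At 3 h the agents were compared with each other, 2 libraries against 2, without the 0 h libraries. Under LPS, all 41 interferon-stimulated genes were higher than under TNF, with a median of 4.01, among them the antiviral GTPase gene Mx1 (6.56, SE 0.59, adjusted p = 9.80e-06) and Rsad2, which encodes the antiviral enzyme viperin (6.42, SE 0.81, adjusted p = 1.11e-04). Ifnb1, the gene for interferon beta, was higher by 8.58 (SE 0.44, adjusted p = 3.21e-07) and the hyaluronan synthase Has3 by 7.90 (SE 0.50, adjusted p = 5.29e-08). Ifit1bl1, related to the interferon-induced IFIT genes, was higher by 7.39 (SE 0.45), Il6 by 6.84 (SE 0.84, adjusted p = 8.94e-05) and Ifi203-ps, a pseudogene, by 159-fold (321 against 3 counts, interval 53.8 to 774). Lower under LPS were Fam78a (0 against 56 counts, at least 12.6-fold), Cnr2 (at least 10.8-fold), Tent5b (at least 8.32-fold), Ibsp (-6.54, SE 1.99, adjusted p = 0.021) and Cd300lb, a myeloid receptor gene (-5.45, SE 0.62, adjusted p = 2.44e-05). In all, 3406 genes were higher and 3360 lower. Antigen presentation genes (17 of 20 higher, among them the peptide transporter gene Tap1 at 3.43, SE 0.39), acute phase effectors (13 of 18), cytokines (15 of 23) and chemokines (10 of 19) were higher, and 11 of 15 macrophage markers were lower, such as Csf1r (-1.25, SE 0.15). Neural and Schwann markers were lower in 5 of 13 cases (median -0.59, adjusted p = 0.40 with an estimated correlation). The IL-1b and LPS libraries together stood below TNF in macrophage markers at 0.5 h already (median -0.51, Csf1r -0.64), so these differences cannot be assigned to 3 h of the agent. With the preset correlation 9 lists passed and with an estimated correlation none, the adjusted p lying at 0.42 for the interferon-stimulated genes, 0.52 for antigen presentation and 0.55 for the macrophage markers.

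IL-1b and TNF differed at 3 h in 1107 genes that were higher under IL-1b and 1112 that were lower. Immediate early genes were lower under IL-1b in 10 of 26 cases (21 adjusted over the list alone, median -1.52, adjusted p = 0.37 with an estimated correlation), among them Fos (-2.65, SE 0.37, adjusted p = 0.0012) and Nr4a1 (-3.19, SE 0.82, adjusted p = 0.027). Lcn2, an iron-sequestering acute phase protein, was higher under IL-1b by 4.67 (SE 0.62, adjusted p = 8.17e-04), with the noncoding RNA Kcnq1ot1 (3.05, SE 0.22), the chemokine Cxcl5 (2.81, SE 0.44, adjusted p = 0.0026), the mRNA-degrading enzyme gene Zc3h12a (2.55, SE 0.42) and Ifi203-ps (22 against 3 counts, 7.13-fold, 2.14 to 37.2). The receptor Clec4e (-6.22, SE 0.87, adjusted p = 0.0014), the receptors Gpr132 (-4.41, SE 0.56) and Gpr84 (-4.19, SE 0.65), the itaconate-making enzyme Acod1 (-4.35, SE 1.13) and the chemokine Ccl22 (2 against 62 counts, 31.9-fold lower, 8.46 to 269) were lower. Traf1 was lower by -3.87 (SE 0.34). Of 15 macrophage markers 13 were lower (14 adjusted over the list alone, median -0.77, adjusted p = 0.11 with an estimated correlation), and of 13 neural and Schwann markers 5 (median -0.87, adjusted p = 0.025 with an estimated correlation, the only 1 of the 5 preset calls to hold). Set against TNF, the IL-1b and LPS libraries together had macrophage and neural medians of -0.51 and -0.51 at 0.5 h already, so an effect of 3 h of the agents cannot be told from a difference between these sets of libraries. Without the knock-in TNF 3 h library 1083 genes were called in place of 2219, and without the knock-in IL-1b 3 h library 1336.

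LPS against IL-1b at 3 h gave 3337 genes higher and 3285 lower. Ifnb1 was at least 619-fold and Il1a, the gene for interleukin 1 alpha, at least 245-fold higher under LPS, followed by Acod1 (9.71, SE 1.11, adjusted p = 5.88e-05), the lymphocyte activation marker Cd69 (8.68, SE 0.48, adjusted p = 9.88e-08) and Ifit1bl1 (8.27, SE 0.49). All 41 interferon-stimulated genes were higher (median 3.42, adjusted p = 0.41 with an estimated correlation), as were 18 of 26 immediate early genes (median 1.77, adjusted p = 0.46) and 11 of 22 NF-kB regulators (median 1.37, adjusted p = 0.46). Fam78a (at least 23.2-fold), Cnr2 (at least 17.1-fold), Lpar5 (at least 12.2-fold), Tent5b (at least 6.78-fold) and the transcription factor Lyl1 (3 against 292 counts, 63.8-fold, 21.6 to 311) were lower.

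The genotype difference was estimated over the 10 matched pairs, to ask which genes depend on the altered RelA. Saa3 (ENSMUSG00000040026.7, chromosome 7, 46711998 to 46715676), an acute phase protein gene, had 0 counts in the 10 knock-in libraries and 1233 in the crel-/- libraries, which makes it at least 409-fold lower (adjusted p = 1.03e-04). Its crel-/- level reached 103 CPM at 3 h of LPS. The fatty acid receptor Gpr84 was lower by -5.35 (SE 0.40, adjusted p = 7.58e-06), the glycolipid receptor Clec4e by -4.69 (SE 0.40, adjusted p = 3.66e-05), complement C3 (ENSMUSG00000024164.13, chromosome 17, 57203970 to 57228136) by -4.63 (SE 0.48, adjusted p = 1.70e-04). Lower too were Tnfaip3 (ENSMUSG00000019850.9, chromosome 10, 19000910 to 19015657) by -3.93 (SE 0.49, adjusted p = 5.21e-04), the IkB gene Nfkbie by -3.02 (SE 0.33, adjusted p = 2.36e-04), Icam1 (ENSMUSG00000037405.7, chromosome 9, 21015960 to 21028797) by -2.71 (SE 0.39, adjusted p = 0.0013) and the receptor Tlr2 by -2.66 (SE 0.34, adjusted p = 6.04e-04), each lower in 10 of 10 pairs. Higher in 10 of 10 pairs were Wdfy1 (ENSMUSG00000073643.9, chromosome 1, 79702262 to 79776143), an endosomal protein gene (2.38, SE 0.12, adjusted p = 5.13e-07), and the potassium channel genes Kcne4 (1.56, SE 0.18) and Kcnj8 (1.42, SE 0.17). So were the receptor Gpr149 (1.47, SE 0.17), the transcription factor Dmrt2 (1.42, SE 0.12), the splicing regulator Srrm4 (1.38, SE 0.16), Tmem267 (1.31, SE 0.15) and the troponin gene Tnnt2 (1.30, SE 0.09, adjusted p = 5.72e-07).

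Of the 22 NF-kB regulators 18 were lower and 0 higher in knock-in cells (22 lower adjusted over the list alone, median -1.04), among them Nfkbia at -2.65 (SE 0.35, lower in 10 of 10 pairs). After 0.5 h of IL-1b, Nfkbia stood at 821 CPM in crel-/- and 48.6 CPM in knock-in cells, with 29.0 and 22.8 CPM at 0 h. Of 19 chemokines 14 were lower (15 adjusted over the list alone, median -1.69), including Ccl20 (-5.13, SE 0.34), Ccl5 (-3.45, SE 0.60) and Cxcl1 (-3.11, SE 0.34). Of 18 acute phase effectors 15 were lower (16 adjusted over the list alone, median -1.45, also with Saa3 at its bound), including Lcn2 (-5.58, SE 0.50) and the nitric oxide synthase Nos2 (-5.01, SE 0.91). Cytokines were lower in 11 of 23 cases and higher in 3 (15 and 5 adjusted over the list alone, median -1.39). Il1a (-5.02, SE 0.39, lower in 7 of 10 pairs) and Tnf (-2.27, SE 0.28, lower in 10 of 10) were lower. Ifnb1 (1.05, SE 0.24), Inhba, an activin subunit gene (0.62, SE 0.10), and the growth factor Hbegf (1.11, SE 0.33) were higher. At 3 h Ifnb1 held 1219 counts in the LPS libraries, 4 in the TNF and 0 in the IL-1b libraries. Its difference at that time therefore rests on the LPS pair. Antigen presentation and adhesion genes were lower in 9 of 20 cases (15 adjusted over the list alone, median -0.48), including Sele (-3.03, SE 0.45) and Vcam1 (-1.84, SE 0.29). Interferon-stimulated genes were lower in 7 of 41 cases (7 adjusted over the list alone, median -0.38), including Irf1 (-2.46, SE 0.49), Gbp5 (-3.39, SE 0.70) and Cxcl10 (-2.32, SE 0.54). DESeq2 called 14 of them lower and edgeR without the count filter 3, and of the antigen presentation genes 15 and 5. Of 26 immediate early genes, Klf4 was higher (0.45, SE 0.06) and Nr4a2 lower (-0.43, SE 0.07), also adjusted over the list alone, and DESeq2 called 5 and limma-voom 4 lower. The list's median was 0.03, its mean -0.08 and the camera direction down.

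Of 25 matrix remodelling genes 7 were lower and 3 higher (8 and 4 adjusted over the list alone), with the gelatinase Mmp9 at -1.97 (SE 0.17) and the stromelysin Mmp3 at -1.72 (SE 0.34). Of 16 p53 targets 9 were higher (10 adjusted over the list alone, median 0.12), such as the death receptor Eda2r (0.48, SE 0.05) and the p53 inhibitor Mdm2 (0.22, SE 0.05). Of 27 fibroblast genes 10 were higher and 1 lower (12 and 2 adjusted over the list alone, median 0.11), with the surface protein Thy1 at 0.68 (SE 0.05) and the contractile genes Cnn1 at 0.51 (SE 0.10) and Tagln at 0.37 (SE 0.06). In the IL-1b and LPS pairs alone 8 fibroblast genes were higher and 7 lower, and in the 0 h and TNF pairs 11 were higher. HOX genes, which record position along the embryo, were higher in 16 of 32 cases and lower in 2 (20 and 2 adjusted over the list alone, median 0.43), Hoxb5 by 1.02 (SE 0.22), Hoxb6 by 0.89 (SE 0.15) and Hoxb9 by 0.82 (SE 0.06). Of 11 cartilage markers 6 were lower (8 adjusted over the list alone, median -0.69), including the collagens Col9a3 (-1.78, SE 0.14) and Col2a1 (-1.45, SE 0.18) and the matrix protein Comp (-1.02, SE 0.06), each in 10 of 10 pairs. No proliferation gene of 24 passed (edgeR), against 3 lower at an unadjusted p under 0.05 and 0 by DESeq2 and limma-voom, but 18 were lower in the 0 h and TNF pairs alone. The list's median by pair lay between -0.34 and -0.44 in those 4 pairs and between 0.01 and 0.28 in the IL-1b and LPS pairs. Among markers of other cells, Lyz2 (-0.49, SE 0.04), Aif1 (-0.27, SE 0.08) and C1qa (-0.14, SE 0.03) were the 3 of 15 macrophage markers that were lower, Eng (0.52, SE 0.05) the 1 of 7 endothelial markers, Des (0.40, SE 0.08) the 1 of 5 muscle markers and Tubb3 (0.41, SE 0.10) the 1 of 13 neural markers that were higher. Of 6 epithelial markers Krt18 (1.07, SE 0.24) and Krt19 (0.46, SE 0.10) were higher and Trp63 (-1.19, SE 0.32) lower. Glial genes outside these lists, chosen after their values were seen, were lower in 10 of 10 pairs, among them the water channel gene Aqp4 (-2.45, SE 0.20, adjusted p = 7.91e-06), Ncan (-2.40, SE 0.24), Gfap (-2.34, SE 0.28), the transcription factor Olig1 (-2.20, SE 0.25) and Fabp7 (-2.15, SE 0.16). Xist, the measured sex-linked gene, differed by -0.02.

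In all, 1120 genes were higher and 1095 lower in knock-in cells, of which 57 and 235 by at least 1 on the log2 scale. With the preset correlation 11 lists passed, and with an estimated correlation only the cartilage markers (adjusted p = 0.0019). The others lay at an adjusted p of 0.080 (NF-kB regulators, chemokines, acute phase effectors and HOX genes), 0.091 (p53 targets), 0.17 (cytokines and fibroblast genes), 0.18 (antigen presentation) and 0.45 (interferon-stimulated genes and macrophage markers). The estimated correlation was 0.46 for NF-kB regulators, 0.63 for acute phase effectors and 0.76 for interferon-stimulated genes, against 0.057 for cartilage markers. A genotype difference that varies with condition has no term in the model and may raise this correlation. A lost call therefore does not show that a list was unchanged. Without the condition term 194 and 191 genes were called. In the 0 h and TNF pairs alone 417 and 442 were called, and in the IL-1b and LPS pairs alone 535 and 607. In these 4 and 6 pairs, 1 and 14 NF-kB regulators, 4 and 8 chemokines, 2 and 9 acute phase effectors, 0 and 12 antigen presentation genes, 0 and 8 cytokines and 0 and 2 interferon-stimulated genes were lower (edgeR), and 1 and 5 p53 targets higher. Of the HOX genes 12 were higher and 4 lower in the 4 pairs, and 11 higher in the 6 pairs.

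**Figure D2:**
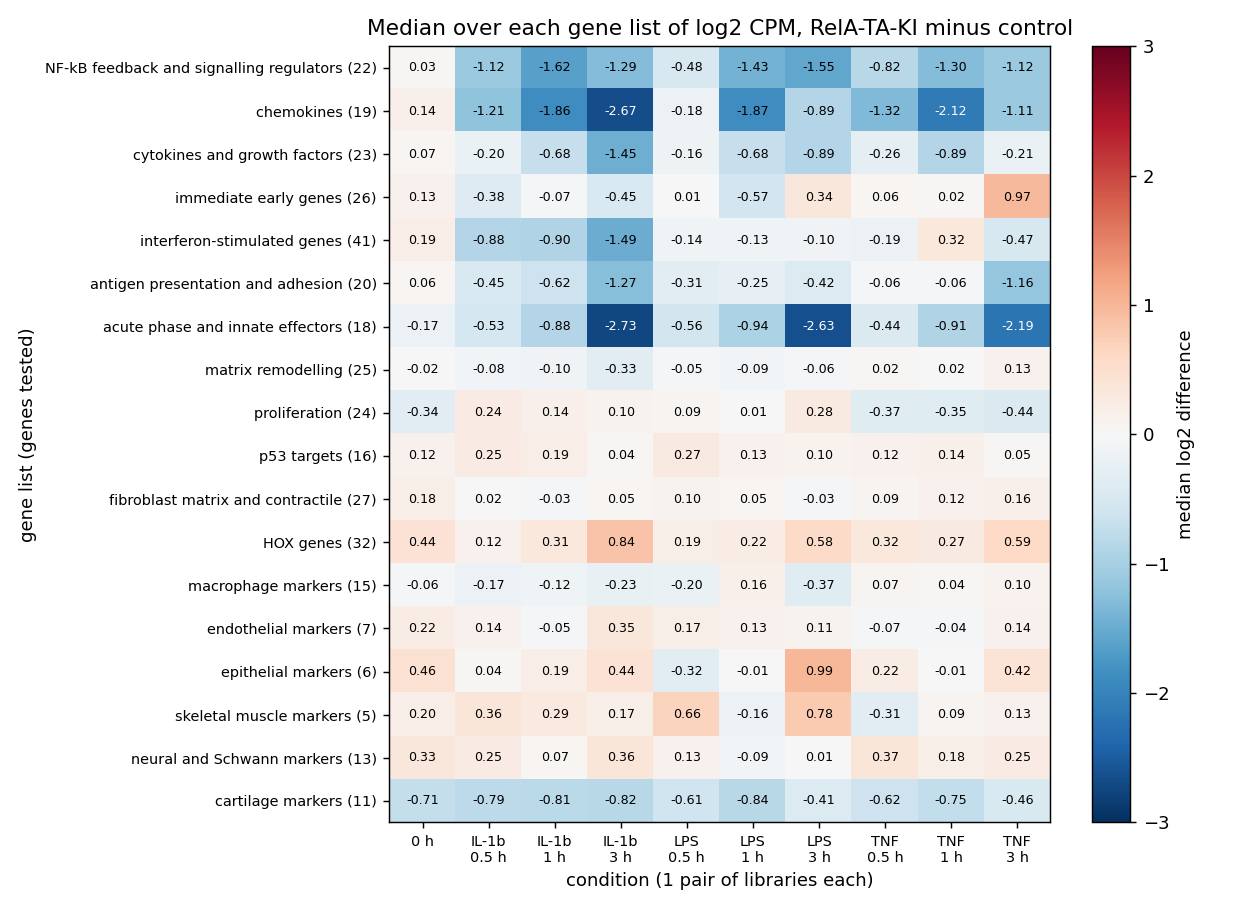
Median log2 CPM difference, knock-in minus crel-/-, for 18 gene lists (vertical) in the 10 conditions (horizontal), 1 pair of libraries per condition. NF-kB regulators went from 0.03 at 0 h to between -0.48 and -1.62 in stimulated pairs, while cartilage markers were at -0.71 at 0 h already.

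Whether the genotype difference depended on stimulation was tested by setting the 9 stimulated pairs against the 0 h pair. NF-kB regulators had a median difference of 0.03 on the log2 scale at 0 h, of -1.12, -1.62 and -1.29 at 0.5, 1 and 3 h of IL-1b, of -0.48, -1.43 and -1.55 with LPS and of -0.82, -1.30 and -1.12 with TNF. As a list they were lower under stimulation by a median of -1.22 (camera adjusted p = 3.61e-19, and 0.036 with an estimated correlation). Among their members the interaction was -3.64 for Tnfaip3 (SE 1.53) and -2.72 for Nfkbie (SE 0.92), neither of which passed alone. Chemokines (median -1.60, adjusted p = 0.19 with an estimated correlation), cytokines (-0.62, 0.19), acute phase effectors (-1.23, 0.27), antigen presentation genes (-0.70, 0.27) and interferon-stimulated genes (-0.64, 0.39) were lower and proliferation genes higher (0.32, 0.39) with the preset correlation, 8 lists in all with the fibroblast genes (-0.25, 0.31, 4 lower adjusted over the list alone). For the proliferation genes the TNF pairs (-0.37, -0.35 and -0.44) lay near the 0 h pair (-0.34), so that value follows the IL-1b and LPS pairs and not stimulation as such. No single gene passed in edgeR (0 higher, 0 lower, 450 at an unadjusted p under 0.05) or in limma-voom. DESeq2 called 4 genes, all lower, the matrix genes Hspg2 (-0.68), Col4a2 (-0.52) and Col16a1 (-0.44) and the proteoglycan gene Sdc4 (-0.98), which were named after their values were seen. Without the count filter 2 were called, Hspg2 (-0.67) and the predicted gene Gm27483 (-2.04). With the 3 h pairs alone against the 0 h pair, 13 genes were higher and 45 lower. The 0 h side of this test is a single pair, so its spread could not be estimated. The p-values for genes and lists assume that it varies like the stimulated pairs. A change with stimulation cannot be told from a deviation of that pair.

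Of the 2155 induced genes, 1503 had a negative interaction, with a median of -0.17 (quartiles -0.53 and 0.06) against -7.03e-04 for all genes, and 0 passed when adjusted over the list alone. The size of this median depended on the definition of induced genes. It was -0.39 for the 978 genes induced by at least 2 on the log2 scale and -0.065 for the 3569 genes higher at 3 h. Induction was called against 0 h, so the induced genes may include some that differ between the sets of libraries. Xist is an example, called higher by 1.30 and 1.05 after 1 h of IL-1b and LPS. Under TNF it differed by 0.26 and was not called. The values for IL-1b and LPS below share this limit. Among genes induced by IL-1b, the median induction was 1.63 in crel-/- and 1.42 in knock-in cells at 0.5 h, 1.74 and 1.28 at 1 h, and 1.89 and 1.09 at 3 h, where 81.1% of 540 genes were induced less in the knock-in. For LPS the medians were 1.65 and 1.39 at 0.5 h, 1.81 and 1.46 at 1 h, and 2.01 and 1.77 at 3 h, with 68.9%, 70.1% and 67.6% of 151, 341 and 1758 genes induced less. For TNF they were 2.74 and 2.41, 1.82 and 1.46, and 1.71 and 1.38. With TNF 54.1% of 37 genes were induced less at 0.5 h (median difference -0.06), 70% of 130 at 1 h (-0.29) and 62.2% of 542 at 3 h (-0.28). Icam1 reached 1623 CPM in crel-/- and 98.5 CPM in knock-in cells at 3 h of LPS, from 34.1 and 28.6 CPM at 0 h. Cxcl10, a T cell attractant, reached 10960 and 8232 CPM at 3 h of LPS but 276 and 34.5 CPM at 3 h of IL-1b. Ifnb1 stood at 40.2 CPM in crel-/- and 118 CPM in knock-in cells at 3 h of LPS, and the antiviral genes Rsad2 at 8286 and 9938 CPM and Ifit1 at 8498 and 9822 CPM. Differences between agents in these genes were not called by the test of genotype by agent.

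**Figure D3:**
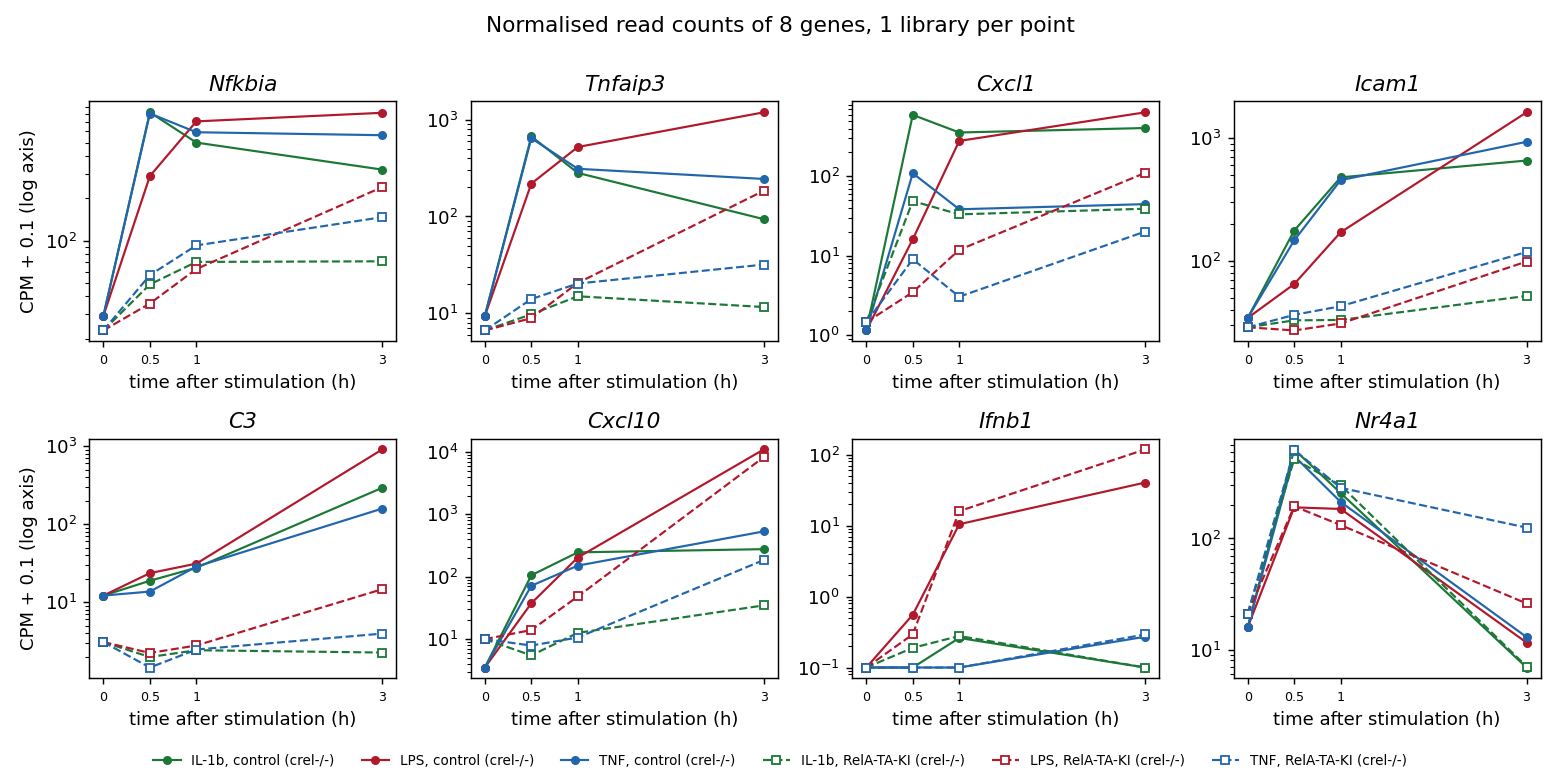
CPM plus 0.1 on a log axis against hours of stimulation for 8 genes, with filled symbols and solid lines for crel-/- and open symbols and dashed lines for knock-in cells, in green for IL-1b, red for LPS and blue for TNF, 1 library per point. Tnfaip3 reached 671 CPM in crel-/- and 9.65 CPM in knock-in cells after 0.5 h of IL-1b, while Nr4a1 reached 633 and 518 CPM.

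The genotype difference at 3 h was compared with that at 0.5 h, 3 pairs at each time. Tnfaip3 was lower in knock-in cells by -5.40 ± 0.75 (SD, n = 3) at 0.5 h and by -2.88 ± 0.17 at 3 h, a change of 2.61 (SE 0.35, adjusted p = 0.012), and Nfkbia changed in the same direction by 1.70 (SE 0.32, adjusted p = 0.040). C3 went from -3.24 ± 0.10 to -6.07 ± 0.84, a change of -2.73 (SE 0.43, adjusted p = 0.012). Cxcr4, a chemokine receptor, went from 0.16 ± 0.09 to 3.14 ± 0.49 (2.94, SE 0.28, adjusted p = 6.01e-04). In crel-/- cells it stood at 20.9 CPM at 0 h and at 1.77, 1.02 and 4.63 CPM after 3 h of IL-1b, LPS and TNF, and in knock-in cells at 13.6, 15.4 and 35.6 CPM. Nr3c2, the mineralocorticoid receptor, went from -0.12 ± 0.32 to -3.77 ± 0.58 (-3.69, SE 0.28, adjusted p = 1.96e-04), with 52.9, 62.2 and 37.1 CPM at 3 h in crel-/- and 2.55, 6.88 and 2.31 CPM in knock-in cells. Changes downward were also found for the metalloreductase Steap4 (-2.98, SE 0.52), the bacterial sensor Nod2 (-2.89, SE 0.42) and Tmem132e (-2.77, SE 0.53). Egr4 (4.37, SE 0.75), the receptor Prokr1 (1.80, SE 0.37) and Smad9, a mediator of BMP signals (1.78, SE 0.40), changed upward in the fit. Their pairs spread widely, from -1.20 ± 0.76 to 1.39 ± 1.46 for Egr4, from -0.71 ± 0.39 to 0.80 ± 0.94 for Prokr1 and from -0.41 ± 0.14 to 1.02 ± 0.71 for Smad9.

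In this comparison 236 genes changed upward and 247 downward, 39 and 76 by at least 1. Of 18 acute phase effectors 6 changed downward (10 adjusted over the list alone, median -1.55, adjusted p = 0.11 with an estimated correlation), including Sod2, a mitochondrial superoxide dismutase (-2.00, SE 0.16). Of 22 NF-kB regulators 2 changed upward, Tnfaip3 and Nfkbia, and 8 downward (3 and 11 adjusted over the list alone, median -0.62, adjusted p = 0.29 with an estimated correlation), including the A20-binding protein gene Tnip1 (-2.05, SE 0.32). Of 32 HOX genes 2 changed upward, Hoxa5 (1.21, SE 0.27) and Hoxa10 (0.58, SE 0.13), with an adjusted p of 0.11 for the list with an estimated correlation. None of the 9 lists that passed with the preset correlation held with an estimated one. Without the IL-1b, LPS or TNF pair at 0.5 h, 152, 136 and 209 genes were called, and with the IL-1b and LPS pairs alone 276.

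Genotype differences under the 3 agents were compared with each other in a joint test that called 4 genes (1045 at an unadjusted p under 0.05). The small proteoglycan gene Fmod differed between genotypes by -0.62 ± 0.11 (SD, n = 3) under IL-1b, -0.59 ± 0.04 under LPS and 0.27 ± 0.01 under TNF, with 0.18 at 0 h (adjusted p = 9.28e-04). The Wnt antagonist Sfrp2 differed by -1.63 ± 0.12, -1.58 ± 0.16 and -0.47 ± 0.08, with -0.55 at 0 h (adjusted p = 9.28e-04). Postn, the gene for periostin, differed by -0.20 ± 0.09, -0.14 ± 0.11 and 0.46 ± 0.04, with 0.36 at 0 h (adjusted p = 0.0043), and Dcn, the gene for decorin, by -0.12 ± 0.05, 0.05 ± 0.21 and 0.65 ± 0.02, with 0.58 at 0 h (adjusted p = 0.037). For all 4, the TNF and 0 h values lay together and apart from those of IL-1b and LPS. The count was 92 with DESeq2, 75 without the count filter, 12 with limma-voom and 7 without the TNF 0.5 h pair.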

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

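The tests of RNA half-lives, of a batch, of strain segments, of another culture and of macrophages were chosen after the results were seen, and the splits, the GC content and the window around Rela before.

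The genotype difference over the 10 pairs gave 2215 genes. Of 100 splits drawn from the 512 possible, the highest other gave 7, so chance can be excluded for this count.

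The genotype difference changed between 0.5 and 3 h in 483 genes, found by a test of the change itself. Those named by the rule set in advance were Egr4 (4.37), Cxcr4 (2.94), Tnfaip3 (2.61), Prokr1 (1.80), Smad9 (1.78), Nr3c2 (-3.69), Steap4 (-2.98), Nod2 (-2.89), Tmem132e (-2.77) and C3 (-2.73). Splits of 3 pairs against 3 number 10, too few for a share under 0.05, and the highest other split gave 4 genes.

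The genotype difference varied among the libraries of the 3 agents in 4 genes, by a joint test, with TNF minus IL-1b at 0.89 for Fmod, 1.16 for Sfrp2, 0.66 for Postn and 0.77 for Dcn. In these genes the 0 h pair lay with TNF (Fmod 0.18 and 0.27, against -0.62 for IL-1b and -0.59 for LPS), the same division of the libraries as in the next paragraph, so agent and library set cannot be told apart. Chance cannot be excluded for this count, since 6 of 100 splits (of 280 possible), the real one included, gave as many. The highest other gave 305 genes and followed time, and the next gave 215 and 186. All 3 kept the 3 h pairs together, which points to the change with time, and the remaining 2 gave 5 genes each and kept the IL-1b pairs together, so these splits are not free of real differences.

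In the IL-1b and LPS libraries, 735 genes were higher and 719 lower than in the TNF libraries at 0.5 h. Among them were Sox10 (-2.42, SE 0.53, adjusted p = 0.010), Ngfr (-2.26, SE 0.24, adjusted p = 5.92e-05) and the nuclear RNA Malat1 (1.43, SE 0.18, adjusted p = 7.08e-04). A trend with GC content and gene length was excluded as the whole cause, since 91.4% of the median absolute difference was left after its removal. A response that TNF lacks may also do this, and the half-lives that the 143 genes lower by at least 1 would need (at most 21.9 min in the median) decide nothing, since choosing these genes by their difference from TNF fixes the bound. Another culture or library batch is open as well. The neural and Schwann markers had medians of -0.51, -0.55 and -0.73 at 0.5, 1 and 3 h. Those of the macrophage markers were -0.51, -0.56 and -0.69. At these times Ngfr (-2.26, -2.40 and -2.32) and Xist (0.86, 0.92 and 0.98) kept nearly the same difference. Csf1r (-0.64, -0.70 and -1.10) and Malat1 (1.43, 1.53 and 1.97) drew further from TNF by 3 h. At 0.5 h mt-Co1 was higher by 0.72. Mitochondrial transcripts held 1.31 to 1.69% of counts in IL-1b and LPS and 0.720 to 1.10% in 0 h and TNF libraries. A steady offset from 0.5 h would arise with a difference between library sets, but a fast response was not excluded. The labels give no batch, so these explanations cannot be told apart.

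Outside the induced genes, 1002 genes were higher and 687 lower in knock-in cells, among them HOX genes and cartilage markers. Of these 1689 genes 1.42% lay within 10 Mb of Rela, a share that had to be small, since only 188 tested genes lay there. Genes near Rela were not called more often (24 of 188 tested genes near and 1665 of 11680 far, odds ratio 0.88, 95% confidence interval 0.55 to 1.36, exact p = 0.67). This gave no sign of a segment of foreign strain carried along with the Rela allele. Effects of such a segment on genes outside it were not tested. Segments elsewhere may add to the difference. Of 125 called genes outside the induced set that changed by at least 1, 16 had another that changed the same way within 1 Mb. The median was 12 in 100000 permutations (permutation p = 0.25), which leaves segments open. Another culture or embryo may also differ, as the cartilage markers had a median of -0.71 in the 0 h pair and glial genes were lower, Gfap at 54.1 CPM in crel-/- and 7.22 CPM in knock-in cells at 0 h and Aqp4 (-2.45) and Ncan (-2.40) over all pairs, genes chosen after their values were seen, while the fixed neural and Schwann list had a median of 0.33 at 0 h, but the labels do not say which cultures the genotypes came from, and culture and genotype cannot be told apart.

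Gpr84 and Clec4e, lower in knock-in cells by -5.35 and -4.69, are genes that macrophages express. Fewer macrophages in the knock-in cultures were excluded as the whole cause, as the 15 macrophage markers had a median of -0.082 (lower quartile -0.15, range -0.49 to 0.11). In the 0 h pair Gpr84 differed by -0.80 and Clec4e by -0.66. Loss of RelA activity in the fibroblasts or in macrophages present may explain their fall, and no test separated these.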

How the results depend on the processing

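The subsets of libraries and pairs, the 0.5 h baseline and the removal of Gm42418 were chosen after the data were seen. For DESeq2 370 of the named gene results gave the same call and 23 a weaker one, for RLE scaling 393 and 0, without the count filter 360 and 33, and for limma-voom 368 and 25. RLE shifted the median of all genes by at most 0.03. Both scalings assume that most genes are unchanged, so their agreement cannot show whether all genes shifted, for example at 3 h of LPS. DESeq2 called 163 genes for TNF at 0.5 h (55 in edgeR) and 4, all lower, for genotype by stimulation, where 2 were called without the filter, 1 with 0 and 0.5 h against 1 and 3 h (Nod2), 1 in the 0 h and TNF pairs (Acod1) and 13 and 45 with 3 h against 0 h. Genotype by agent gave 92 with DESeq2, 75 without the filter and 12 with limma-voom, and genotype by time 276 in the IL-1b and LPS pairs. Genotype alone, without the condition term, gave 194 higher and 191 lower, the 0 h and TNF pairs 417 and 442, and the IL-1b and LPS pairs 535 and 607. With the 0 h and TNF libraries the response was 53 and 6 at 0.5 h and 356 and 244 at 1 h. Genes changed by at least 1 numbered 57 and 235 for genotype, and 115 and 53, 241 and 120, and 896 and 717 at 0.5, 1 and 3 h. The median interaction of the induced genes (-0.17) was -0.39 for those of at least 2 and -0.065 for the 3569 genes higher at 3 h. With an estimated correlation the lists past the threshold fell to 1 of 11 for genotype, 3 of 13, 2 of 13 and 0 of 12 at 0.5, 1 and 3 h, 0 of 9 for LPS against TNF, 1 of 5 for IL-1b against TNF, 0 of 8 for LPS against IL-1b, 1 of 8 for genotype by stimulation and 0 of 9 by time. The direction turned in the 0 h and TNF libraries for Fbn1 (-0.085), Fn1 (-0.090), Xist (-0.068), Mpeg1 (0.044) and Laptm5 (0.015) at 0.5 h, Mpeg1 (0.11) and Laptm5 (0.027) at 1 h, and Xist (-0.029), Laptm5 (0.032), Csf1r (0.34), Des (0.11), Sox10 (0.15) and Ngfr (0.34) at 3 h, without LPS 3 h for Kdr (-0.049), and against 0.5 h in place of 0 h for Cxcl2 (-0.083), Ier3 (-0.24), Junb (-0.75), S100a4 (-0.070), Des (0.18), Sox10 (0.56) and Ngfr (0.47). The cause was not tested. Leaving out each library or pair in turn gave 889 to 1120 genes higher and 825 to 1059 lower for genotype, 39 to 328 and 21 to 274 at 0.5 h, 227 to 883 and 124 to 775 at 1 h, and 2117 to 3738 and 1920 to 3617 at 3 h, each response lowest without the crel-/- 0 h library. For IL-1b the range was 520 to 806, 683 to 1329 and 1668 to 4763 at 0.5, 1 and 3 h, for LPS 235 to 441, 634 to 1100 and 6536 to 7165, and for TNF 2 to 16, 80 to 229 and 2439 to 3577. LPS against TNF gave 5502 to 5845, IL-1b against TNF 1083 to 2365, LPS against IL-1b 5224 to 6080, genotype by stimulation 0, by time 136 to 673 and by agent 3 to 7. Where 1 library was left on a side, it was assumed to vary like the other groups.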

Other observations

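The gene families and genes in this part were chosen after the values were seen.

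At 3 h of stimulation, 37 of 75 ribosomal protein genes and 29 of 37 proteasome genes were higher than at 0 h, with 12 of 15 guanylate-binding and immunity-related GTPase genes (median 3.13). Of 325 Zfp zinc finger genes 148 were lower and 27 higher (median -0.34). All 9 mitochondrial DNA transcripts were higher (median 0.70), and so they were under LPS against TNF (median 0.94), while their median under TNF was 0.17. The IL-1b and LPS libraries exceeded TNF at 0.5 h already (mt-Co1 0.72), so this does not follow 3 h of stimulation alone. No family passed with an estimated correlation (adjusted p = 0.34, and 0.36 for the mitochondrial transcripts). Under LPS against TNF the mitochondrial transcripts did not pass with an estimated correlation either (adjusted p = 0.61). Between agents at 3 h, cholesterol synthesis genes were lower under LPS than under TNF in 10 of 19 cases (median -0.38, adjusted p = 0.61 with an estimated correlation) and under IL-1b than under TNF in 7 (median -0.45, adjusted p = 0.37 with an estimated correlation). Of the Zfp genes, 211 were lower under LPS than under IL-1b and 26 higher (median -0.75, adjusted p = 0.073 with an estimated correlation).

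Outside the induced genes, BC002163 held 272 counts in knock-in and 4 in crel-/- libraries (5.68, SE 0.32), and Cd300e, a myeloid receptor gene, was higher by 3.55 (SE 0.35, adjusted p = 1.62e-05). Wdfy1 and Kcne4, both higher, lie near each other on chromosome 1. Lyz2 stood at 777 to 2162 CPM and Csf1r at 195 to 644 CPM over the 20 libraries, so transcripts of macrophages were present in all cultures.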
